A study of Mus musculus with 11 samples. Its data were reported in "IL-12 sensing in neurons induces neuroprotective CNS tissue adaptation and attenuates neuroinflammation in mice" (2023).

How the data were processed

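Single-nucleus RNA sequencing was performed by the authors on nuclei sorted by their DNA stain from pooled cerebellum, brainstem of 1 hemisphere and cervical spinal cord of male mice. Il12rb2 encodes a chain of the interleukin-12 receptor. Il12rb2fl/fl mice carry loxP sites in this gene, and NestinCre/+Il12rb2fl/fl littermates also carry a Cre recombinase driven by the Nestin promoter, which is active in the precursors of neurons and of glia other than microglia. Experimental autoimmune encephalomyelitis (EAE), an immunization model of multiple sclerosis, was studied at day 10 after immunization. The labels placed 4 samples in the Il12rb2fl/fl EAE group (fl EAE), 4 in the NestinCre/+Il12rb2fl/fl EAE group (NestinCre EAE), 2 in the non-immunized Il12rb2fl/fl group (fl naive) and 1 in the non-immunized NestinCre/+Il12rb2fl/fl group (NestinCre naive). They came from 3 sequencing runs. Run 1 held replicates 1 to 3 of both EAE groups, run 2 held replicate 4 of both EAE groups and fl naive 2, and run 3 held fl naive 3 and NestinCre naive 2.

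The deposited matrices hold counts of unique molecular identifiers (UMIs) per gene and barcode, with no normalization, and each file holds 1 library. According to the methods of the study, Cell Ranger aligned the reads to GRCm39 with a GENCODE annotation, counted intronic reads and called the barcodes that contain nuclei. Per the file headers, version 7.0.0 was used for run 1 and version 6.0.2 for runs 2 and 3, so the version differed between runs but not between genotypes within a run. Gene coordinates were taken from GENCODE vM39 on GRCm39, in which 25613 of the 25827 gene identifiers of the files were found.

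Counts were read with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19 and scanpy 1.11.5. Nuclei were kept with at least 200 genes in run 1 or 500 genes in runs 2 and 3 and with less than 5% mitochondrial UMIs, after the study's limits. Doublets were scored per sample with Scrublet on 30 principal components. The rule written at first took Scrublet's automatic threshold and fell back on the expected share where that threshold called under 0.5% of nuclei. The called shares ran from 0% to 36.5% between samples of similar loading, and once these shares had been seen the rule was replaced: the highest-scoring 0.8% per 1000 barcodes of each sample was left out, together with clusters in which over 40% of nuclei belonged to that share. The automatic rule became an alternative, and leaving out doublet clusters alone was added as another. The study also names a limit of 6000 UMIs, read here as an upper limit and applied only as an alternative, since neurons with large nuclei exceed it.

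Nuclei were normalized, log-transformed and reduced to 40 principal components of 3000 variable genes. Samples were integrated with an implementation of Harmony (100 clusters, diversity penalty 2, width 0.1, ridge 1, at most 10 iterations), and a graph of 20 nearest neighbours was clustered with the Leiden method (leidenalg 0.10.2, igraph 0.11.9) at resolution 2, followed by a round at resolution 6 for nuclei outside clusters scored as granule cells or mature oligodendrocytes. Clusters of at least 20 nuclei were named from marker genes of 25 cell types. A name needed at least 3 markers at 20 or more UMIs per 1000000 (CPM) and 2 times the median cluster. Clusters with at least 3 mitochondrial genes among their 10 leading genes, or whose leading genes belonged to another class, stayed unnamed.

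UMIs were summed per sample and class, because nuclei of 1 mouse are not independent replicates. Classes with at least 10 nuclei in every sample of a comparison were tested with edgeR 4.0.16 in R 4.3.3 (TMM factors, filterByExpr, quasi-likelihood tests), with sequencing run in the model. The genotype comparison in EAE used the 8 EAE samples. The comparison of EAE with the naive state, the genotype comparison in naive mice and the interaction between both used a fit of all 11 samples, in which the lone NestinCre naive sample is assumed to vary like the other groups. Adjusted p-values are Benjamini-Hochberg values within a class, with a threshold of 0.05. Lists of genes named in the study's text (9 inflammatory, 23 neuronal, 5 chemokine, 4 oxidative stress, and 8 axon guidance and glutamate receptor genes) were tested with fry from limma 3.58.1, a two-sided rotation test, adjusted over lists and classes. Camera with a preset correlation of 0.01 was the alternative. Shares of nuclei were compared by exact two-sided permutation over all 70 assignments of 8 samples to 2 groups of 4, adjusted over classes. Shares of single samples have exact Clopper-Pearson intervals at the 95% level, which cover counting error only. For the receptors, each nucleus was thinned to 1000 UMIs before nuclei with a UMI were counted, and shallower nuclei were left out of that count.

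Genes were named by a rule: both receptor genes, the genes of the lists, and per class up to 5 called genes with the largest absolute log2 fold change whose NestinCre samples lay all above or all below the fl samples within run 1 and within run 2. For EAE against the naive state the rule named up to 5 genes each way in granule cells, mature oligodendrocytes and microglia, and since edgeR called none there (43, 81 and 0 by DESeq2, and 1741, 1191 and 624 at an unadjusted p under 0.05), genes of other classes are named after their values were seen. A list of 12 myeloid genes, written after the first results, served to measure RNA from other cells.

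The pipeline was tested on simulated counts with 200 genes to be changed in size by 2 or 4 times. In granule cells, edgeR called 174 of the 196 changed genes that passed the filter (88.8%) in the genotype comparison of EAE mice, 98% of those changed by 4 times and 79.2% of those changed by 2 times, and 6.95% of its calls were false. DESeq2 1.42.0 found 90.3% with 12.8% false calls. In mature oligodendrocytes edgeR found 80.6% and in microglia 86.2%. The comparisons with naive mice had less power. In granule cells 55.1% of changed genes were found for EAE against naive and 43.7% for genotype in naive mice, and in microglia 38.9% and 25.5%. Power was lowest in mature oligodendrocytes, at 34.9% and 21.1%, with 10.4% and 1.01% of the genes changed by 2 times found.

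The tests, gene lists, marker genes, limits of quality, naming rule and the alternatives were fixed before the data were examined, except where a later choice is named. The alternatives were DESeq2's size factors in edgeR, the DESeq2 Wald test, no filter beyond 1 count, no run term, run 1 alone, a block for the replicate number, all 11 samples in the fit, 500 genes in every run, nuclei under 6000 UMIs, the automatic doublet threshold, doublet clusters alone, coarser clustering (resolutions 1 and 3), and leaving out each replicate in turn. The closing section gives their effect. Patterns were also set against technical explanations. The limits of these tests were set after their values were seen: UMIs per nucleus within 1.5 times across classes whose depth differed by at least 3 times were read as those of free RNA, for a list in granule cells only if they were also within 1.25 times between the deepest and the shallowest of 4 depth bins, growth with depth by at least 0.75 of the depth ratio as against it, and a gap of which over 80% was left after thinning as not due to depth. Figures were drawn with matplotlib 3.10.9. Ligand and receptor predictions, the other experiments of the study and cell types without enough nuclei were not analysed here. A gene that the naming rule covers is not reported here by name, while the counts of calls and the lists include it.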

Results

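Single-nucleus RNA sequencing was analysed from 11 samples of mouse cerebellum, brainstem and cervical spinal cord to ask what the loss of the interleukin-12 receptor chain Il12rb2 in the neural lineage changes at day 10 of EAE. There were 4 fl EAE, 4 NestinCre EAE, 2 fl naive and 1 NestinCre naive samples, and the last of these had no replicate. The deposited matrices held 189709 barcodes, between 13120 and 22951 per sample. In the fl EAE group the total counts of replicates 1 to 4 were 47814492, 54014832, 67209331 and 80536461 UMIs. In the NestinCre EAE group they were 48457326, 46962080, 40761007 and 86063464 UMIs. The fl naive samples 2 and 3 held 64056477 and 57075844 UMIs, and NestinCre naive 2 held 59942026. Of all barcodes, 188089 passed the quality limits and 158713 nuclei were kept after the removal of doublets, 11576 to 18464 per sample. Kept nuclei had a median of 1437 genes and 2371 UMIs. The EAE samples held 115092 of the kept nuclei.

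The kept nuclei formed 107 clusters of at least 20 nuclei, of which 87 were named. They fell into 19 classes, and 7.36% of nuclei stayed unnamed. Granule cells made up 64.4% of kept nuclei. In the EAE samples neurons were 82.1% and all other classes 17.9% of named nuclei. Among the unnamed nuclei, 4199 lay in clusters led by mitochondrial genes, 3341 in clusters with under 3 markers of any type, 2226 in clusters led by genes of another class, 1844 in clusters in which no marker led and 66 in clusters that were too small. Unnamed nuclei made up 13.7% of fl EAE 3, of which clusters led by mitochondrial genes held 8.15% of that sample's nuclei, and between 4.67% and 9.26% of the other samples.

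The transcript of the deleted gene was examined first in each sample. Il12rb2 (ENSMUSG00000018341, chromosome 6, 67268302 to 67353172) (all positions on GRCm39, GENCODE vM39, gene bodies) had 456, 659, 466 and 713 UMIs in the neurons of fl EAE 1 to 4, equal to 15.8, 19.7, 13.6 and 13.6 UMIs per 1000000 (CPM). In NestinCre EAE 1 to 4 it had 579, 471, 413 and 397 UMIs, equal to 18.6, 17.04, 17.03 and 9.53 CPM. The fl naive samples 2 and 3 had 15.3 and 17.4 CPM and NestinCre naive 2 had 15.7 CPM. In the neurons of EAE mice the log2 fold change with the deletion was -0.06 (SE 0.16, edgeR p 0.704, adjusted p 0.982), with group means of 15.7 ± 2.89 and 15.5 ± 4.08 CPM (SD, n = 4 each). The alternative that moved this value most was leaving out fl EAE 4, which gave 0.14. The sign was also positive without fl EAE 2, without NestinCre EAE 4 (range over single omissions -0.19 to 0.14) and within run 1 alone (0.13, adjusted p 0.778, with 0.778 to 1.00 over the alternatives). In granule cells the log2 fold change was -0.05. In mature oligodendrocytes Il12rb2 had 13, 9, 22 and 17 UMIs in fl EAE 1 to 4 and 10, 16, 6 and 18 UMIs in NestinCre EAE 1 to 4, against 10, 17 and 22 UMIs in fl naive 2, fl naive 3 and NestinCre naive 2. The log2 fold change there was -0.39 (SE 0.31, p 0.229), within -0.60 to -0.20 when single samples were left out. No loss of the transcript was detected in either class, and with so few UMIs in mature oligodendrocytes a fall there is not excluded. Counts over the whole gene do not separate transcripts with and without the floxed exons. The study reported ablation of Il12rb2 by quantitative PCR in sorted neuronal and oligodendrocyte nuclei of this genotype at peak EAE.

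Levels of both receptor chains were compared across classes of the fl EAE group to see which cells carried their transcripts. Il12rb2 reached 15.7 ± 2.89 CPM in neurons, 6.84 ± 2.97 CPM in microglia, 3.69 ± 0.608 CPM in mature oligodendrocytes and 2.58 ± 3.28 CPM in astrocytes (SD, n = 4), and the astrocyte mean was 1.16 CPM without fl EAE 1. Among immune cells, T or NK cells had 119.5 ± 158 CPM of Il12rb2 in fl EAE mice from 6 UMIs in 25 nuclei (48.2 CPM without fl EAE 3) and 85.3 ± 39.6 CPM in NestinCre EAE mice from 34 UMIs. Infiltrating phagocytes had 25.4 ± 30.4 CPM from 3 UMIs (13.7 CPM without fl EAE 1) and 46.2 ± 25.1 CPM from 29 UMIs. Il12rb1 (ENSMUSG00000000791, chromosome 8, 71261093 to 71276183) reached 9.99 ± 3.11 CPM in mature oligodendrocytes and 0.325 ± 0.0990 CPM in neurons, and had no UMI in microglia or astrocytes. After each nucleus had been thinned to 1000 UMIs, Il12rb2 was seen in 1.63% of neurons (719 of 44103), 0.312% of mature oligodendrocytes (21 of 6314), 0.258% of microglia (1 of 512) and 0.134% of astrocytes (1 of 588), as means over samples. Il12rb1 was seen in 0.979% of thinned mature oligodendrocytes (65 of 6314) and 0.0340% of neurons (15 of 44103), and in none of 512 microglia and 588 astrocytes. Without thinning, Il12rb2 was seen in 4.25% of neurons, 1.35% of microglia, 0.834% of mature oligodendrocytes and 0.676% of astrocytes, and Il12rb1 in 2.38% of mature oligodendrocytes and 0.1002% of neurons. The median depths of these classes were 2491 UMIs in neurons, 2262 in mature oligodendrocytes, 1886.5 in microglia and 2816.5 in astrocytes. Astrocytes and microglia were the background classes fixed before the data were examined. Neurons and mature oligodendrocytes, of nearly the same depth, were also set against each other, which the plan did not name. The study reports signal of an Il12rb2 reporter in oligodendrocytes as well, so that they are not a class known to lack this chain. The fl naive neurons had 16.4 CPM of Il12rb2, as a mean of 2 samples.

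Il12rb1 was higher in the NestinCre EAE group. In mature oligodendrocytes it rose from 9.99 ± 3.11 to 39.2 ± 18.6 CPM (SD, n = 4 each), a log2 fold change of 1.94 (SE 0.38) that did not pass the threshold in edgeR (adjusted p 0.0764) and passed in DESeq2 (adjusted p 5.06e-05). All 4 NestinCre samples lay above every fl sample. Without NestinCre EAE 2 the adjusted p in edgeR was 0.0143, with 0.0143 to 0.235 over single omissions. In granule cells the log2 fold change was 1.55 (SE 0.32, adjusted p 0.0457, DESeq2 0.0706), again with 4 of 4 samples above every fl sample. Leaving out any single sample but fl EAE 3 took it past the threshold, up to an adjusted p of 0.165.

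**Figure D1:**
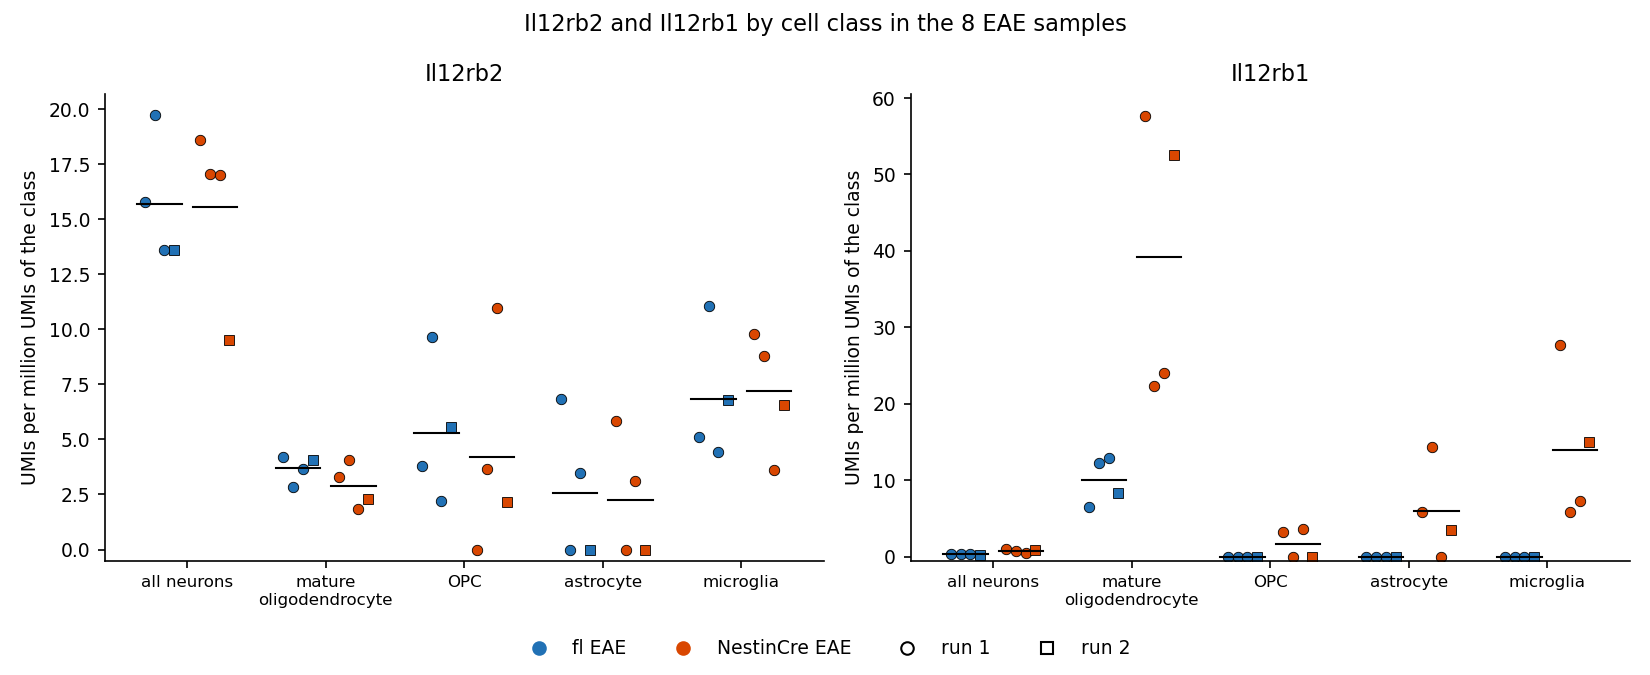
Il12rb2 and Il12rb1 in CPM of the class (y axis) in all neurons, mature oligodendrocytes, oligodendrocyte progenitor cells (OPC), astrocytes and microglia (x axis) of the 8 EAE samples. Each symbol is a sample, colored by genotype and shaped by sequencing run, and lines are group means; among these classes the means of fl EAE mice were highest in neurons for Il12rb2 (15.7) and in mature oligodendrocytes for Il12rb1 (9.99).

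Shares of nuclei were compared between genotypes in EAE to ask whether the deletion altered the cellular composition, including cells that enter from the blood. Infiltrating phagocytes made up 0.0669%, 0.0205%, 0.157% and 0.150% of nuclei in fl EAE 1 to 4 and 1.15%, 0.608%, 0.985% and 0.227% in NestinCre EAE 1 to 4. The means were 0.0987 ± 0.0663% and 0.743 ± 0.412% (SD, n = 4 each), a difference of 0.644 percentage points with all NestinCre samples higher (exact two-sided permutation p 0.0286, the smallest this design can give, adjusted p 0.181). The fl naive samples had a mean of 0.0411% and NestinCre naive 2 had 0.0236%. Within run 1 the difference was 0.833 percentage points, where 3 samples against 3 cannot give an exact p below 0.10. The alternatives that moved the call were edgeR on nucleus counts (log2 fold change 2.76, adjusted p 0.0235) and the same with a replicate block (2.89, adjusted p 0.0201), with adjusted p of 0.0201 to 0.38 over the alternatives. Single omissions gave differences of 0.508, without NestinCre EAE 1, to 0.816, without NestinCre EAE 4. A pair of unnamed clusters scored highest for phagocyte markers without meeting the naming rule. The one led by Slfn4, S100a9, Csf3r and Gda held 0.0446%, 0.0137%, 0.0197% and 0.0522% of nuclei in fl EAE 1 to 4 and 1.17%, 0.341%, 0.492% and 0.00542% in NestinCre EAE 1 to 4. The other, led by Mrc1, F13a1, Dab2 and Stab1, held 0.0892%, 0.0752%, 0.0786% and 0.0587% in fl EAE 1 to 4 and 0.145%, 0.0751%, 0.112% and 0.108% in NestinCre EAE 1 to 4. With both added, the phagocyte share was 0.207 ± 0.0704% in fl and 1.35 ± 0.898% in NestinCre EAE mice.

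Microglia made up 0.892%, 0.718%, 1.43% and 0.751% of nuclei in fl EAE 1 to 4 and 1.89%, 1.28%, 2.19% and 2.44% in NestinCre EAE 1 to 4, with means of 0.947 ± 0.330% and 1.95 ± 0.4999%. The difference of 1.00 percentage points did not pass the threshold (exact two-sided permutation p 0.0571, adjusted p 0.233), nor did edgeR on nucleus counts (log2 fold change 1.03, adjusted p 0.0663). It was 0.772 percentage points within run 1 and 0.838 to 1.22 when single samples were left out. The fl naive samples 2 and 3 held 2.28% and 1.14% and NestinCre naive 2 held 1.01%. The next classes were singled out after their values had been seen. T or NK cells rose from 0.0423% to 0.460%, with all 4 NestinCre samples higher (exact p 0.0286, adjusted p 0.181; edgeR log2 fold change 3.35, adjusted p 3.03e-04). Bergmann glia fell from 0.560 ± 0.107% to 0.325 ± 0.0398%, with all 4 NestinCre samples lower (exact p 0.0286, adjusted p 0.181; edgeR log2 fold change -0.78, adjusted p 0.0663). Newly formed oligodendrocytes fell from 0.102 ± 0.0464% to 0.0293 ± 0.0162%, where fl EAE 4 overlapped the NestinCre samples (exact p 0.0857, adjusted p 0.233; edgeR log2 fold change -1.62, adjusted p 0.0663). Astrocytes (1.01% and 0.649%, exact p 0.0857), granule cells (67.1 ± 8.60% and 64.5 ± 5.91%, exact p 0.571) and mature oligodendrocytes (11.1% and 13.1%) overlapped or differed by less than the test could resolve. By the exact test none of the 19 classes passed after adjustment. With a smallest possible p of 0.0286, no class can pass the adjustment over 19 classes unless most of them reach that p. The adjusted exact test therefore cannot decide on single classes.

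**Figure D2:**
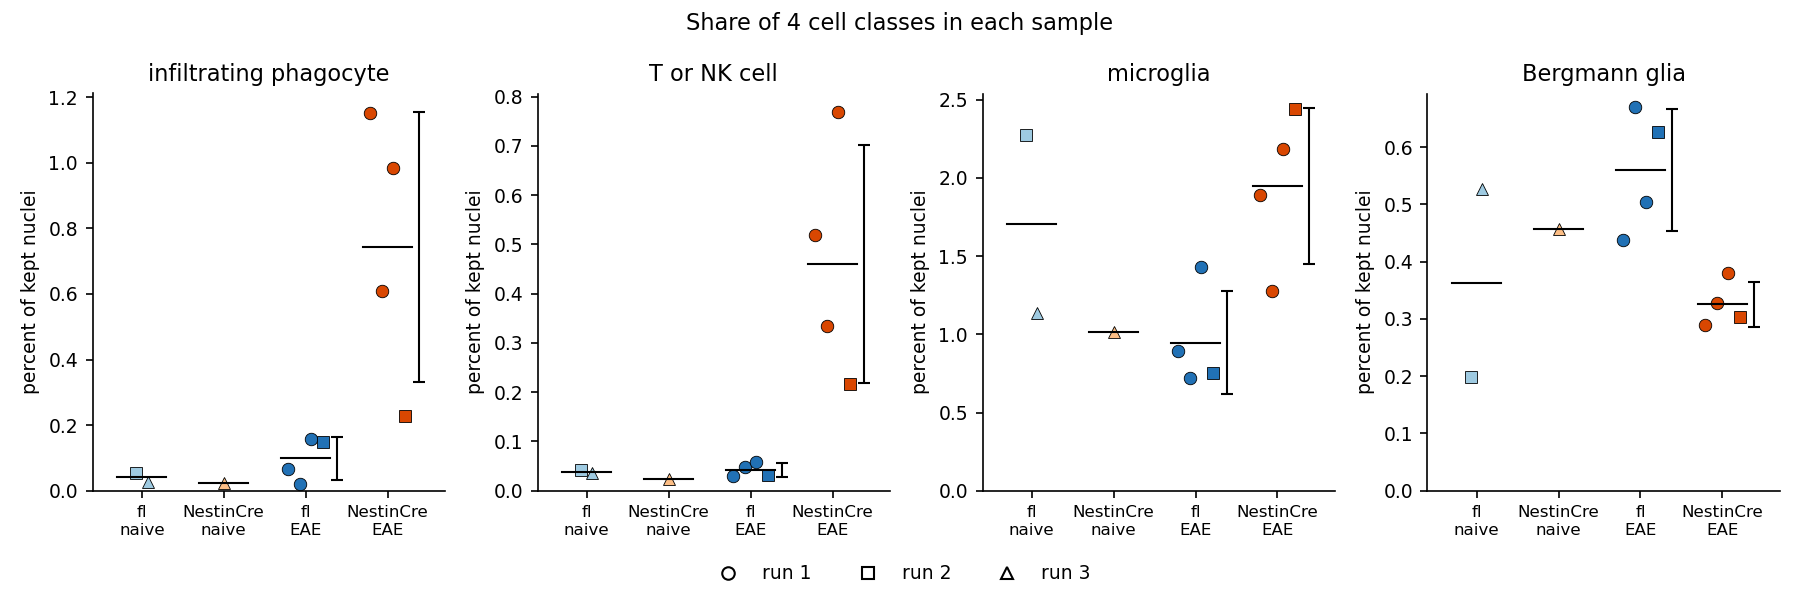
Share of kept nuclei per sample (y axis, percent) by group (x axis), for infiltrating phagocytes, microglia, T or NK cells and Bergmann glia. Each symbol is a sample, with its shape giving the sequencing run, lines are group means and bars the SD of groups of at least 3 samples; the 4 NestinCre EAE samples hold 0.227% to 1.15% infiltrating phagocytes, all above the fl EAE samples.

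Gene expression was then compared between genotypes in EAE within each class to ask which cells responded to the deletion. Among 106189 tests in 13 classes, edgeR called 932 gene and class pairs, 756 higher and 176 lower in NestinCre EAE samples, while 7623 had an unadjusted p under 0.05. DESeq2 called 1045, of which 788 were shared. The alternative that moved the count most was no filter beyond 1 count, which gave 2062. Leaving out single samples gave 516 (without fl EAE 2) to 1036 (without fl EAE 3), with 555 without fl EAE 1 and 593 without NestinCre EAE 1. Microglia had 485 calls (339 higher, 146 lower; 340 to 489 over single omissions) and granule cells 267 (248 higher, 19 lower; 42 without fl EAE 2 to 349 without fl EAE 4, 362 by DESeq2, and 99 with a replicate block to 390 with no filter beyond 1 count). Mature oligodendrocytes had 40 calls (38 higher, 2 lower), from 0 without fl EAE 1, where no gene passed in this class, to 143 without NestinCre EAE 2, and DESeq2 called 169. There were 41 calls in oligodendrocyte progenitor cells, 38 in astrocytes (29 to 43 over single omissions), 32 in molecular layer interneurons, 16 in excitatory neurons, 5 in inhibitory neurons, 4 in vascular leptomeningeal cells or fibroblasts, 3 in Golgi cells and 1 in Bergmann glia. In Purkinje cells edgeR called 0 genes (311 with an unadjusted p under 0.05, 0 by DESeq2), and in unipolar brush cells 0 (239 with an unadjusted p under 0.05, 1 by DESeq2). Over the alternatives other than single omissions, calls numbered 27 to 102 in astrocytes, 29 to 216 in mature oligodendrocytes and 388 to 720 in microglia. The classes differ in depth and in the number of nuclei, and their counts of calls were not tested against each other. The median log2 fold change of all tested genes lay within -0.02 and 0.02 in every class.

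**Figure D3:**
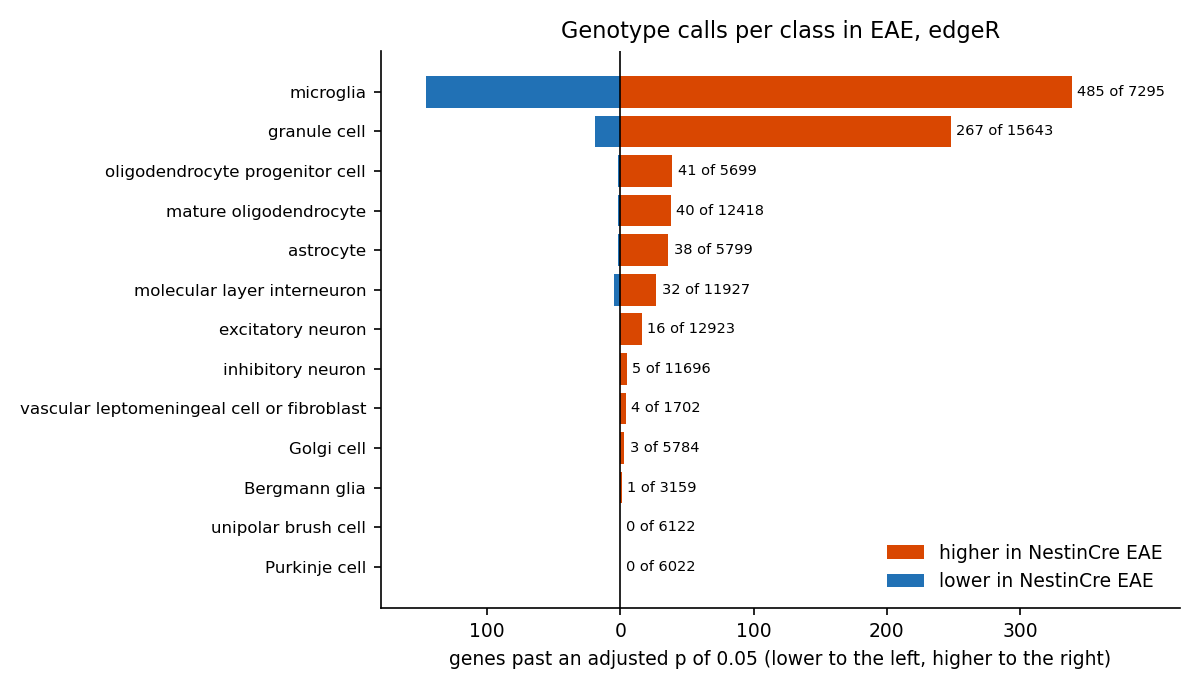
Number of genes past an adjusted p of 0.05 in edgeR (x axis, genes) for each cell class (y axis) in the genotype comparison of the 8 EAE samples, with bars to the right for genes higher and to the left for genes lower in NestinCre, and calls of genes tested beside them. Microglia (485 of 7295) and granule cells (267 of 15643) have the most calls.

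In granule cells, among the called genes with the largest changes, Nes (ENSMUSG00000004891, chromosome 3, 87878385 to 87887758) rose from 0.0204 ± 0.0408 to 1.53 ± 0.325 CPM (SD, n = 4 each). It had 2 UMIs in fl and 128 in NestinCre EAE samples, a ratio of 80.1 per UMI sequenced (counting interval 21.7 to 668, over the group), and its log2 fold change of 5.96 (adjusted p 0.00428) depends on the prior count. Nes was also at 1.23 CPM in the whole NestinCre naive sample, against 0.0312 to 0.119 in the fl samples. Chil3 (ENSMUSG00000040809, chromosome 3, 106054870 to 106074880) rose from 0.293 ± 0.289 to 16.4 ± 18.1 CPM (log2 fold change 5.52 ± 0.84, adjusted p 0.0145). Nlrc5 (ENSMUSG00000074151, chromosome 8, 95160984 to 95253900) rose from 0.436 ± 0.342 to 17.4 ± 21.6 CPM (5.27 ± 0.90, adjusted p 0.0210). Irgm2 (ENSMUSG00000069874, chromosome 11, 58090444 to 58113615) rose from 0.474 ± 0.356 to 17.5 ± 18.3 CPM (5.21 ± 0.77, adjusted p 0.0139). Gbp6 (ENSMUSG00000104713, chromosome 5, 105418568 to 105443751) rose from 0.195 ± 0.117 to 6.64 ± 7.80 CPM (4.90 ± 0.93, adjusted p 0.0330). Each was above every fl sample in 4 of 4 NestinCre samples. Without fl EAE 1 or without fl EAE 2, Chil3, Nlrc5, Irgm2 and Gbp6 no longer passed, with adjusted p of up to 0.0802, 0.0933, 0.0709 and 0.127, and Gbp6 also failed without fl EAE 3 or NestinCre EAE 3. Of the 248 genes called higher in granule cells, 220 (88.7%) added at most 1.5 times the UMIs per nucleus of the median of the other classes without immune cells. This limit is on one side only, so that genes that added fewer UMIs in granule cells than elsewhere are counted as well. The families of Irgm, Gbp and H2 genes have near-identical members, so the assignment of their reads to single genes is uncertain.

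In mature oligodendrocytes, H2-Q7 (ENSMUSG00000060550, chromosome 17, 35658131 to 35662749) rose from 0.167 ± 0.333 to 9.05 ± 5.03 CPM (log2 fold change 5.02 ± 0.69, adjusted p 0.0348). Gbp4 (ENSMUSG00000079363, chromosome 5, 105263633 to 105287609) rose from 0.270 ± 0.393 to 11.6 ± 7.15 CPM (4.92 ± 0.72, adjusted p 0.0348). Trim34a (ENSMUSG00000056144, chromosome 7, 103893663 to 103911446) rose from 0.718 ± 0.656 to 11.6 ± 5.49 CPM (3.77 ± 0.60, adjusted p 0.0466). H2-K1 (ENSMUSG00000061232, chromosome 17, 34214987 to 34219321) rose from 9.80 ± 7.80 to 147 ± 105 CPM (3.59 ± 0.58, adjusted p 0.0497). Cd74 (ENSMUSG00000024610, chromosome 18, 60936899 to 60945731) rose from 2.96 ± 2.62 to 38.9 ± 3.32 CPM (3.53 ± 0.41, adjusted p 0.0193). In each case 4 of 4 NestinCre samples were above every fl sample, and each adjusted p rose past the threshold when fl EAE 1, fl EAE 2 or NestinCre EAE 1 was left out, to at most 0.181 (H2-K1). Of the 38 genes called higher in this class, 20 (52.6%) added at most 1.5 times the UMIs per nucleus of the median of the other classes.

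In microglia, Acod1 (ENSMUSG00000022126, chromosome 14, 103284413 to 103294009) had 1 UMI in fl and 188 in NestinCre EAE samples, a ratio of 82.0 (counting interval 14.5 to 3257). Xdh (ENSMUSG00000024066, chromosome 17, 74190203 to 74257399) had 3 and 272 UMIs, a ratio of 39.6 (13.4 to 193), and H2-Aa (ENSMUSG00000036594, chromosome 17, 34493404 to 34506798) had 2 and 188 UMIs, a ratio of 41.0 (11.2 to 341). Their edgeR adjusted p were 4.55e-05, 2.38e-06 and 1.74e-05. Aoah (ENSMUSG00000021322, chromosome 13, 20978283 to 21220787) rose from 3.46 ± 2.42 to 144 ± 97.9 CPM (SD, n = 4 each; log2 fold change 5.18 ± 0.60, adjusted p 1.27e-05). Iigp1 (ENSMUSG00000054072, chromosome 18, 60506680 to 60525706) rose from 53.7 ± 105 to 1716 ± 479 CPM (4.59 ± 0.49, adjusted p 4.75e-06). In astrocytes, Iigp1 rose from 1.93 ± 3.86 to 119.6 ± 28.2 CPM (5.47 ± 0.48, adjusted p 7.56e-08) and Oasl2 (ENSMUSG00000029561, chromosome 5, 115034997 to 115050295) from 2.38 ± 2.87 to 109.6 ± 50.7 CPM (5.38 ± 0.52, adjusted p 1.48e-07). Gm4951 (ENSMUSG00000073555, chromosome 18, 60345048 to 60381504) rose from 8.21 ± 16.4 to 228 ± 89.5 CPM there (4.47 ± 0.48, adjusted p 5.93e-07, DESeq2 0.643), Gbp3 (ENSMUSG00000028268, chromosome 3, 142265731 to 142278979) from 3.54 ± 5.50 to 49.6 ± 6.54 CPM (3.45 ± 0.56, adjusted p 6.77e-04) and Irgm2 from 14 ± 11.3 to 147 ± 61.2 CPM (3.26 ± 0.35, adjusted p 5.93e-07). Leaving out single samples kept all of these microglial and astrocytic genes past the threshold. Microglial calls were not set against the UMIs added in other classes, so that RNA from other cells is not excluded for them. Whether nuclei of infiltrating phagocytes lay among the microglia was not tested either. Of the 36 genes called higher in astrocytes, 3 (8.33%) added at most 1.5 times the UMIs per nucleus of the median of the other classes.

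In the other classes the named genes were Iigp1 in oligodendrocyte progenitor cells (0 UMIs in fl and 114 in NestinCre EAE samples, at least 39.7-fold higher against a floor of 3 UMIs over the fl group), with Irgm2 (4.25), Gbp7 (3.86), H2-K1 (3.51) and Irgm1 (3.41) as log2 fold changes. In molecular layer interneurons they were H2-K1 (4.38), Igtp (4.27), Psmb8 (3.76), Cd52 (3.57) and H2-Ab1 (3.40). Excitatory neurons had Lyz2 (3.73), H2-Eb1 (3.40), H2-Aa (3.31), Ddx60 (3.23) and Iigp1, the last with 3 against 77 UMIs, a ratio of 26.4 (counting interval 8.69 to 131). The calls in inhibitory neurons included H2-K1 (3.50), Ddx60 (2.55), Herc6 (2.24) and B2m (1.86). Those in vascular leptomeningeal cells or fibroblasts included Iigp1 (4.88), Gm4951 (3.91) and Gbp7, the last with 3 against 66 UMIs, a ratio of 30.1 (9.87 to 149.9). Bergmann glia had Nlrc5 (4.58) and Golgi cells had Cntn3 (1.00) and Mkx (0.94). All 16 genes called higher in excitatory neurons added at most 1.5 times the UMIs per nucleus of the median of the other classes. So did 21 of 27 in molecular layer interneurons, 3 of 5 in inhibitory neurons and 1 of 39 in oligodendrocyte progenitor cells. Single omissions took away the calls of Nlrc5 in Bergmann glia (adjusted p up to 0.0880), Cntn3 and Mkx in Golgi cells (0.214 and 0.208), H2-Aa in excitatory neurons (0.148) and Ddx60 in inhibitory neurons (0.131).

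The lists of genes that the study's text names were tested as sets. They were chosen by the study on these samples, so that counts adjusted over the list alone are not independent evidence. The inflammatory list was higher with the deletion in each of the 9 classes in which it was tested. Its mean log2 fold change was 3.35 in granule cells (fry adjusted p 0.00781), 3.49 in mature oligodendrocytes (0.00610) and 2.15 in microglia (0.00308). In granule cells 8 of 9 genes passed over all genes tested and 9 when adjusted over the list alone, in mature oligodendrocytes 4 and 9, and in microglia 9 and 9, all of them higher. Within run 1 the means were 3.13, 3.01 and 2.19. The alternative that moved the granule cell value most was leaving out fl EAE 3 (3.84), and single omissions gave 2.90 to 3.84 in granule cells, 3.01 to 5.04 in mature oligodendrocytes and 2.00 to 2.62 in microglia. The list was also higher in oligodendrocyte progenitor cells (2.80), astrocytes (2.4996), molecular layer interneurons (2.46), excitatory neurons (2.06), inhibitory neurons (1.70) and unipolar brush cells (1.245, from 2 genes). Per sample, the mean log2 CPM of the list in granule cells was 1.05, 1.01, 2.25 and 0.85 in fl EAE 1 to 4, 5.39, 3.56, 4.35 and 4.72 in NestinCre EAE 1 to 4, 0.68 and 1.19 in fl naive 2 and 3, and 1.21 in NestinCre naive 2. In mature oligodendrocytes it was 1.73, 2.06, 4.16 and 2.13 in fl EAE 1 to 4, 6.74, 5.26, 6.42 and 7.24 in NestinCre EAE 1 to 4, and 1.94, 1.95 and 2.00 in the naive samples. Among its genes in mature oligodendrocytes C4b (3.44, adjusted p 0.0123) and B2m (3.20, adjusted p 0.0348) passed along with H2-K1 and H2-Q7. C4b failed without fl EAE 1, fl EAE 2 or NestinCre EAE 1 (adjusted p up to 0.0755) and B2m under 6 of 8 omissions (up to 0.163).

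**Figure D4:**
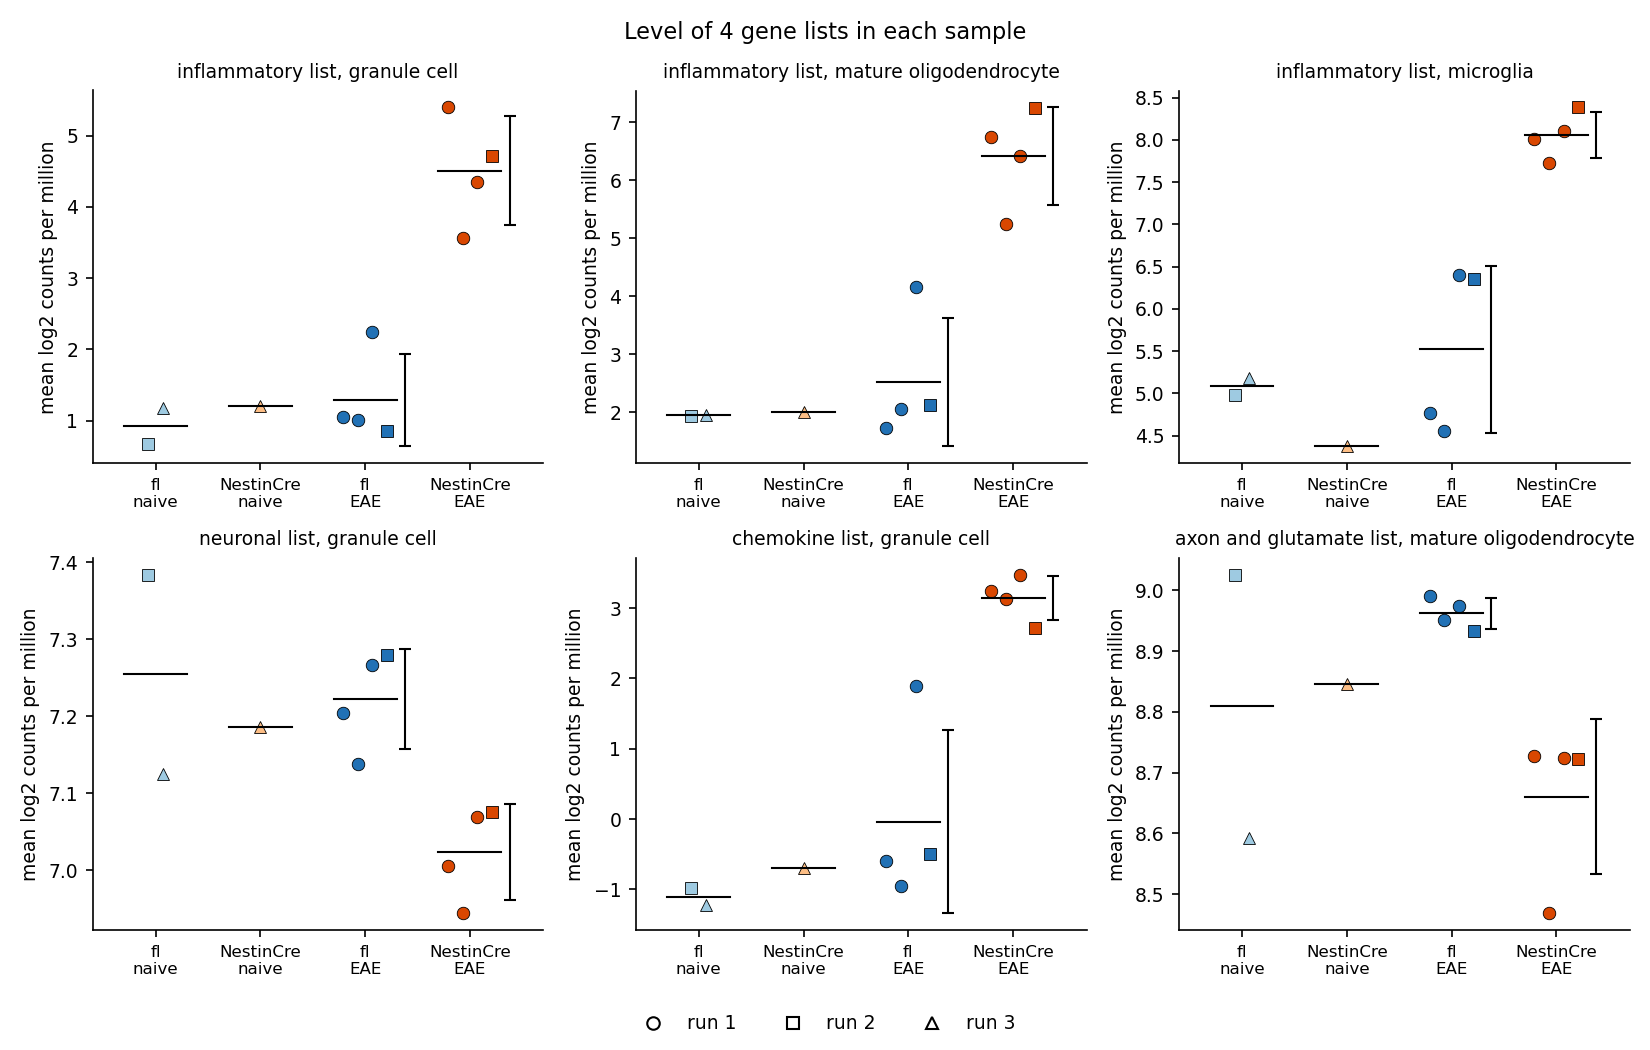
Mean log2 CPM (y axis) of the inflammatory list in 3 classes, the neuronal and chemokine lists in granule cells and the axon guidance and glutamate receptor list in mature oligodendrocytes, for each sample by group (x axis). Each symbol is a sample, with its shape giving the sequencing run, lines are group means and bars the SD of groups of at least 3 samples; the inflammatory list in granule cells lies at 3.56 or above in NestinCre EAE and at 2.25 or below in the other groups.

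The neuronal list was lower in granule cells of NestinCre EAE mice (mean log2 fold change -0.19, median -0.13, fry adjusted p 0.0212). Of its 23 genes 19 were lower and 4 higher, with 4 past the threshold over all genes tested and 5 when adjusted over the list alone. Within run 1 the mean was -0.19 with an adjusted p of 0.0668. Single omissions gave means of -0.22 to -0.16 and adjusted p of 0.0192 to 0.0665, and the list did not pass without fl EAE 3, fl EAE 4, NestinCre EAE 2 or NestinCre EAE 4. The genes that passed were Ntf3 (ENSMUSG00000049107, chromosome 6, 126078375 to 126143873), from 42.1 ± 5.75 to 25.8 ± 6.11 CPM (-0.71 ± 0.15, adjusted p 0.0450), Ntng2 (ENSMUSG00000035513, chromosome 2, 29084553 to 29143017), from 15.3 ± 1.88 to 10.0 ± 2.11 CPM (-0.62 ± 0.12, adjusted p 0.0366), Eps8 (ENSMUSG00000015766, chromosome 6, 137454242 to 137648519), from 200.4 ± 36.4 to 141 ± 12.0 CPM (-0.49 ± 0.10, adjusted p 0.0480), and Nectin3 (ENSMUSG00000022656, chromosome 16, 46208069 to 46318888), from 69.1 ± 3.38 to 55.3 ± 2.66 CPM (-0.32 ± 0.06, adjusted p 0.0328), each with 4 of 4 NestinCre samples below every fl sample. Eps8 lost its call under each of the 8 omissions (adjusted p 0.0548 to 0.156), and Ntf3, Nectin3 and Ntng2 under 6, 6 and 5 of them (up to 0.157, 0.103 and 0.125). Erbb4 (-0.31, adjusted p 0.456) and Cryab (-0.45, adjusted p 0.851) did not pass. Nrg1 appears under 2 identifiers, of which 1 had 0 UMIs and the other a log2 fold change of 0.31. In molecular layer interneurons the list had a mean of -0.10 (adjusted p 0.0580, with 1 of 21 genes past the threshold over all genes tested). It passed there under 6 of 13 alternatives (adjusted p 6.67e-04 to 0.141) and without fl EAE 1 (0.0304). The mean was -0.07 in excitatory neurons (0.0137 without NestinCre EAE 1), -0.11 in inhibitory neurons (adjusted p 0.129, past the threshold under 3 of 13 alternatives, 0.0267 to 0.318), -0.13 in unipolar brush cells and 0.10 in Golgi cells (adjusted p 0.121). In Purkinje cells the mean was 0.00 and the median -0.00 (adjusted p 0.783). Whether the effect differed between these classes was not tested. Camera with its preset correlation also called the list in Golgi cells, molecular layer interneurons, excitatory neurons, inhibitory neurons and unipolar brush cells, and of its calls for this list only that in granule cells held under fry.

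The chemokine list was higher in granule cells of NestinCre EAE mice (mean log2 fold change 2.63, fry adjusted p 0.00684, within run 1 2.48), with 4 of 5 genes past the threshold both over all genes tested and adjusted over the list alone. Cxcl9 (ENSMUSG00000029417, chromosome 5, 92469206 to 92475945) rose from 0.272 ± 0.512 to 5.37 ± 2.10 CPM (4.48 ± 0.80, adjusted p 0.0244), Cxcl10 (ENSMUSG00000034855, chromosome 5, 92494497 to 92496748) from 0.724 ± 1.31 to 9.20 ± 4.16 CPM (3.76 ± 0.74, adjusted p 0.0364), Ccl2 (ENSMUSG00000035385, chromosome 11, 81926397 to 81928279) from 0.459 ± 0.550 to 3.06 ± 0.684 CPM (2.76 ± 0.53, adjusted p 0.0334) and Ccl5 (ENSMUSG00000035042, chromosome 11, 83416602 to 83425942) from 1.47 ± 0.857 to 6.97 ± 1.01 CPM (2.25 ± 0.31, adjusted p 0.0101), each in 4 of 4 samples. Ccl25 was unlike them (-0.11, adjusted p 0.710). The list's mean was 2.34 to 4.23 over single omissions, the highest without fl EAE 3, while Ccl5 lost its call without fl EAE 2 (adjusted p 0.0574) and Cxcl9, Cxcl10 and Ccl2 under 4, 5 and 5 of 8 omissions (up to 0.0989, 0.107 and 0.121). The chemokines other than Ccl25 added nearly the same number of UMIs to the deepest as to the shallowest of 4 depth bins of granule nuclei (ratio 1.12, while depth differed by 2.82 times). A granule cell cluster rich in inflammatory UMIs, described below, was left out of these bins. For the inflammatory list the ratio between these bins was 1.49.

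In mature oligodendrocytes the list of oxidative stress genes did not pass (mean log2 fold change 0.54, median 0.31, fry adjusted p 0.0922), although camera called it (adjusted p 4.67e-04). All 4 of its genes were higher, with 0 past the threshold over all genes in edgeR (1 with an unadjusted p under 0.05) and 1 adjusted over the list alone. Hif3a had a log2 fold change of 1.39 (adjusted p 0.14, DESeq2 0.00138). Without NestinCre EAE 1 the list's mean was 0.36 with an adjusted p of 0.0322, with 0.36 to 0.63 over single omissions. The list of axon guidance and glutamate receptor genes was lower (mean -0.26, fry adjusted p 0.0249), with all 8 genes lower, 0 past the threshold over all genes (3 with an unadjusted p under 0.05, 0 by DESeq2) and 1 adjusted over the list alone. The changes of its genes ran from -0.45 (Sema5a, adjusted p 0.181) to -0.16. Within run 1 the mean was -0.27 with an adjusted p of 0.0631. It lay at -0.29 to -0.23 over single omissions, with adjusted p of 0.0011 to 0.0739, and did not pass without any one of the 4 fl EAE samples or without NestinCre EAE 4.

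EAE was compared with the naive state in fl mice to ask what the disease changed in controls. Run 1 holds no naive sample, so that within a run the contrast rests on fl EAE 4 and fl naive 2. Among 131745 tests edgeR called 52 gene and class pairs, 27 higher and 25 lower in EAE, with 9827 at an unadjusted p under 0.05 and 154 by DESeq2. No filter beyond 1 count moved this count most, to 444. Single omissions gave 44 (without fl EAE 2) to 215 (without NestinCre EAE 4), with 96 and 92 without NestinCre EAE 1 and 2. Astrocytes had 42 of the calls, oligodendrocyte progenitor cells 5, molecular layer interneurons 3 and Golgi cells and vascular leptomeningeal cells or fibroblasts 1 each. In granule cells edgeR called 0 genes (1741 with an unadjusted p under 0.05, 43 by DESeq2), in mature oligodendrocytes 0 (1191, and 81 by DESeq2) and in microglia 0 (624, and 0 by DESeq2). The genes named next were chosen after their values had been seen. In astrocytes Gfap (chromosome 11, 102778159 to 102791738) was lower in EAE (log2 fold change -3.28 ± 0.37, adjusted p 4.30e-07), with 14, 20, 28 and 14 UMIs in fl EAE 1 to 4 and 55 and 18 in fl naive 2 and 3. Etnppl (chromosome 3, 130411097 to 130431441) was higher (2.95, adjusted p 2.67e-05), with 176, 228, 243 and 371 UMIs in fl EAE 1 to 4 and 15 and 98 in fl naive 2 and 3. In molecular layer interneurons the 3 calls were Fgf1 (-2.28), Prkg1 (-1.38) and Arhgap26 (-1.73, under an identifier without coordinates in the annotation), all lower in EAE, and fl naive 2 had 699 Fgf1 UMIs against 133 in fl naive 3. None of the lists passed the threshold between EAE and naive fl mice, in a contrast too small to show that they were alike. The lowest adjusted p was 0.186, for the oxidative stress list in mature oligodendrocytes (mean log2 fold change 1.35, unadjusted p 0.0266). The fitted means were 2.29 for the chemokine list and 0.69 for the inflammatory list in granule cells. For the latter they were 1.89 in mature oligodendrocytes and 1.45 in microglia. Within run 2, the mean log2 CPM of the chemokine list was -0.49 in fl EAE 4 and -0.99 in fl naive 2. That of the inflammatory list was 0.85 and 0.68 in granule cells, 2.13 and 1.94 in mature oligodendrocytes and 6.35 and 4.98 in microglia. Except in microglia, the fitted means were thus far larger than the gaps between these samples.

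The genotypes were also compared in naive mice, and the interaction of genotype with EAE was tested, to ask whether the deletion acted without disease. Both contrasts rest on the lone NestinCre naive sample and, with run in the model, on fl naive 3, the only other sample of run 3. In naive mice edgeR called 13 gene and class pairs, all higher in the NestinCre sample and 9 of them in Golgi cells, with 5132 at an unadjusted p under 0.05 and 5 by DESeq2. Single omissions gave 11 to 29, the highest without fl EAE 4 or NestinCre EAE 4. The interaction was called for 7 pairs, with 6165 at an unadjusted p under 0.05, 26 by DESeq2 and 183 without a filter beyond 1 count. Single omissions gave 5 (without fl EAE 2) to 38 (without fl EAE 3), with 15 without NestinCre EAE 1 or NestinCre EAE 3 and 12 without fl EAE 4, NestinCre EAE 2 or NestinCre EAE 4. It comprised Lrrtm4, Ncam2, Plcb1, Galntl6, Shisa9 and Fkbp5 in Golgi cells and Epb41l4a in inhibitory neurons (-2.79, adjusted p 0.0275), named after their values had been seen. The classes of the calls in both contrasts depended on the tool. DESeq2 placed its interaction calls mainly in microglia, where edgeR without a run term also had calls. Its calls for genotype in naive mice lay outside Golgi cells. Among the naive samples Fkbp5 in Golgi cells was high in fl naive 3, at 98.2 CPM against 13.05 in NestinCre naive 2 and 10.6 in fl naive 2. Epb41l4a in inhibitory neurons had 15 UMIs in fl naive 3 against 50 to 163 in every other sample. None of the lists passed the interaction test (lowest adjusted p 0.117), although the estimates for the inflammatory list pointed to a larger rise with the deletion in EAE. Its mean interaction was 3.30 in granule cells, 3.39 in mature oligodendrocytes and 3.30 in microglia. In the same fit the deletion changed it by 0.03, 0.10 and -1.15 in naive mice and by 3.34, 3.49 and 2.15 in EAE. With the lone NestinCre naive sample this difference did not pass. Without NestinCre EAE 2 the interaction of the axon guidance and glutamate receptor list passed, with an adjusted p of 2.79e-04.

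**Figure D5:**
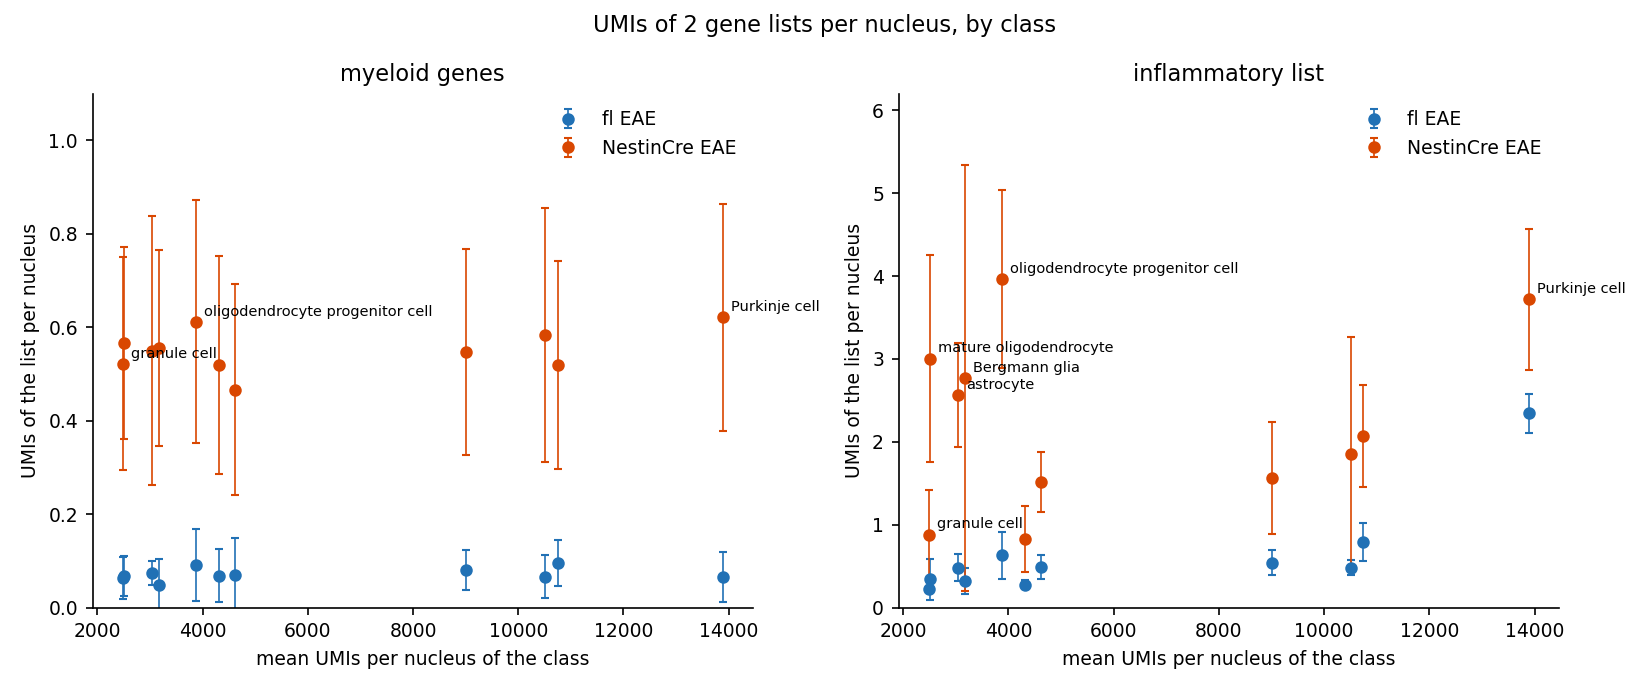
UMIs per nucleus (y axis) of the myeloid genes and of the inflammatory list in fl EAE and NestinCre EAE mice against the mean UMIs per nucleus of each cell class (x axis). Points are means and bars the SD of 4 samples, cut at 0; in NestinCre EAE mice the myeloid genes lie between 0.467 and 0.621 in all 11 classes, and the inflammatory list reaches 3.96 in oligodendrocyte progenitor cells.

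RNA of 12 myeloid genes was found in every class. In NestinCre EAE mice these genes had 0.467 UMIs per nucleus in unipolar brush cells, the lowest, and 0.621 in Purkinje cells, the highest of 11 classes without myeloid cells, although mean depth differed by 5.60 times between these classes. In fl EAE mice the values were 0.0479 to 0.0960, in microglia of NestinCre EAE mice 4.80 ± 0.819, and in infiltrating phagocytes 12.8 ± 1.77 (SD, n = 4). A set of 7 phagocyte markers had 0.146 to 0.427 UMIs per nucleus across the same classes, a ratio of 2.92. A granule cell cluster of 914 nuclei had 4.85 UMIs per nucleus of the inflammatory list against a median of 0.399 over granule cell clusters. This cluster was left out of the means over depth bins of granule nuclei. Its size was not compared between genotypes, because the genes that set it apart are those under test.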

Values the study reported

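The study reported 133,151 nuclei, with medians of 1,453 genes and 2,428 UMIs per nucleus. It described 21 clusters, and it counted 85% of nuclei as neurons and 15% as glial cells.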

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

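The tests of explanations in this part were chosen after the results had been seen, while the interaction contrast was planned. In 74 groups of 4 samples, 7 had a sample far from the others by Dixon's ratio, and chance sets apart about 1 in 20 groups, or 3.7 of these 74.

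In fl EAE 3 the level of the inflammatory list was far above that of the other fl EAE samples, at 2.25 mean log2 CPM in granule cells (next 1.05) and at 4.16 in mature oligodendrocytes (next 2.13), and so was the chemokine list in granule cells, at 1.89 (next -0.49). A mislabelled NestinCre sample is argued against in all 3 cases, because Nes, which separates the genotypes, was at 0.119 CPM over the whole fl EAE 3 sample and at 0.805 or above in every NestinCre sample. Depth is argued against as well, because after all samples had been thinned to the same total 99.3%, 100.0% and 97.54% of the gaps to the next sample were left. RNA from other cells would give the same added UMIs to every nucleus. The inflammatory list added 9.62 times as many UMIs to mature oligodendrocytes as to granule cells of this sample, which argues against it in mature oligodendrocytes. In granule cells RNA from other cells and expression by the cells themselves cannot be told apart: the deepest of 4 depth bins of nuclei gained 5.81 times as many UMIs of the inflammatory list as the shallowest, but the gain of the shallowest bin (0.0149 UMIs per nucleus) was within the SD of the other fl EAE samples (0.0312), and for the chemokines the ratio of 2.02 lay between the value for free RNA and the depth ratio of 3.36. The chemokines added 0.0151 UMIs per nucleus to mature oligodendrocytes and 0.0161 to granule cells of this sample. Such a nearly even gain is what RNA from other cells would give, while the depth bins left both open. A more advanced disease in this mouse may account for the pattern, and was not tested.

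In NestinCre EAE 2 the axon guidance and glutamate receptor list in mature oligodendrocytes was low, at 8.47 mean log2 CPM (next 8.72). Thinning left 92.7% of the gap, so that depth is argued against, and no biological explanation was tested.

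The share of endothelial cells was high in NestinCre EAE 4, at 0.103% (next 0.0341%), from 19 nuclei. A difference between sequencing runs and a difference of this sample cannot be told apart, because the run 2 samples fl EAE 4 (0.0522%) and fl naive 2 (0.0781%) had intervals that overlap both it and the run 1 samples, and NestinCre naive 2 of run 3 had 0.126%. The share of newly formed oligodendrocytes was low in fl EAE 4, at 0.0326% (next 0.116%), from 5 nuclei. Run 2 as a whole is argued against, since fl naive 2 had 0.210%. A difference between mice stays open for both and was not tested.

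The total count of NestinCre EAE 4 was 86.1 in units of 1000000 UMIs (next 48.5 in its group). The number of barcodes is a candidate explanation, with 22951 barcodes in this sample: in UMIs per barcode the group read 2714, 3107, 3604 and 3750, and the gap of this sample over the range was 0.141. No biological explanation was tested.

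The effect of genotype differed between EAE and naive mice for 7 gene and class pairs by the interaction term, 6 of them in Golgi cells. All of these rest on the lone NestinCre naive sample and on fl naive 3, the only other sample of run 3. DESeq2 placed its interaction calls mainly in microglia, so that the class with most calls depended on the tool. A few nuclei of another type among the 29 Golgi nuclei of NestinCre naive 2 and a change in Golgi cells cannot be told apart: for the 4 interaction genes with at least 50 UMIs, the 7 nuclei with the most UMIs of a gene held a median of 96.7%, but these genes were in few nuclei in other samples as well, where the top nuclei in the same proportion held 99.5% of the Lrrtm4 UMIs of fl EAE 4 and 97.7% of those of NestinCre EAE 4. Ncam2 was more concentrated in NestinCre naive 2 (87.7%) than in any other sample (56.1% to 81.6%). An effect of the genotype that depends on EAE stays open and cannot be separated from variation between mice with 1 sample.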

How the results depend on the processing

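The alternatives that left out doublet clusters alone, those for the receptor levels across classes and the count of 3 phagocyte-scored clusters together were chosen after seeing the data, while the others reported in this part were planned. Over 116 results and 1856 alternatives, 1590 kept their direction and side of the threshold, or stayed within the spread or 1.5 times of a count. Another 180 were no longer past the threshold, 28 newly passed it, 45 values or counts moved further and 13 reversed. Among the 68 named genes 838 of 1013 alternatives were unchanged, 169 lost the call, 6 gained it and none reversed.

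The inflammatory list in granule cells, mature oligodendrocytes and microglia and the chemokine list in granule cells kept direction and call under every alternative run. The share of infiltrating phagocytes newly passed with edgeR on nucleus counts (log2 fold change 2.76) and with a replicate block added (2.89), and that of microglia with the block (1.05). With no filter beyond 1 count the calls rose to 2062 for genotype in EAE, 444 for EAE against naive, 160 for genotype in naive mice and 183 for the interaction. This alternative tests genes with hardly any UMIs. DESeq2 gave 154, 5 and 26 for the last 3 of these. Without a run term the interaction had 16 calls. Nuclei under 6000 UMIs gave 192 calls for EAE against naive and 7 for genotype in naive mice, coarser clustering gave 159 for EAE against naive, and leaving out doublet clusters alone gave 4 for genotype in naive mice. Camera in place of fry called the oxidative stress list at the same mean of 0.54. Within run 1, with fewer samples, the neuronal list (-0.19) and the axon guidance and glutamate receptor list (-0.27) no longer passed, and Il12rb2 in neurons reversed to 0.13. The neuronal list in Purkinje cells, which did not pass, reversed with no filter (-0.10), with no run term (-0.0172), with the block (-0.0348) and with all 11 samples in the fit (-0.0398) and was 0.24 within run 1. The causes of these shifts were not tested.

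When each sample was left out in turn, with a lone sample of a group assumed to vary like the others, the phagocyte difference was 0.508 to 0.816 percentage points and that of microglia 0.838 to 1.22. Calls numbered 516 to 1036 for genotype in EAE, 44 to 215 for EAE against naive, 11 to 29 for genotype in naive mice and 5 to 38 for the interaction. Il12rb2 lay between -0.19 and 0.14 in neurons and between -0.60 and -0.20 in mature oligodendrocytes. The inflammatory list lay between 2.90 and 3.84 in granule cells, 3.01 and 5.04 in mature oligodendrocytes and 2.00 and 2.62 in microglia. The neuronal list lay between -0.22 and -0.16, the chemokine list between 2.34 and 4.23, the oxidative stress list between 0.36 and 0.63 and the axon guidance and glutamate receptor list between -0.29 and -0.23. The neuronal list in Purkinje cells lay between -0.17 and 0.28. EAE against naive could not be estimated without fl naive 2, nor the other 2 contrasts of the 11-sample fit without fl naive 3 or NestinCre naive 2, and Il12rb2 in mature oligodendrocytes had too few UMIs to be tested with nuclei under 6000 UMIs or coarser clustering.

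The replicate block treats equal replicate numbers of run 1 as pairs and gave 684 calls for genotype in EAE. The numbers do not pair the samples: correlations between same-numbered samples, over genes and after subtraction of group means, ran from -0.143 to 0.0817 across classes and replicates. Depth limits Il12rb2 outside neurons, where samples had 6 to 22 UMIs in mature oligodendrocytes. Among the 13 classes the fewest genes could be tested in vascular leptomeningeal cells or fibroblasts (1702) and Bergmann glia (3159).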

Other observations

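The tests of explanations in this part were chosen after the results had been seen, while the fits within run 1 were planned. The kept nuclei formed 107 clusters. That is higher than the value quoted from the study above. The clusters here come from 2 rounds of clustering of all 11 samples, those of the study from EAE samples alone, so that the counts do not share a definition.

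The 8 EAE samples were divided in all 35 ways into 4 and 4. For the genotype comparison in EAE 1 of 35 splits gave as many genes, the real one (largest other count 136), so that chance is argued against. For the axon guidance and glutamate receptor list the real split also ranked first (1 of 35), by a mean of 0.262 against 0.255 in the next, but the study chose this list on the same samples, so that chance is not excluded by this count. For the inflammatory list in granule cells, mature oligodendrocytes and microglia, and for the chemokine list, 2 of 35 splits gave a mean as large in each case. This count cannot decide on chance, because the other split is not free of the genotype contrast. The other split set fl EAE 1, 2 and 4 and NestinCre EAE 4 against the rest. It puts both run 2 samples on one side and so rests on run 1, where it sets fl EAE 1 and 2 against fl EAE 3 and NestinCre EAE 1 to 3 and thus holds a part of the genotype contrast. Within run 1 the real difference was 3.13, 3.01, 2.19 and 2.48. Adjusted over all genes tested, 9 of 9 inflammatory genes passed in microglia and 8 of 9 in granule cells. The choice of the lists does not affect the adjusted p of a gene, though it does affect how many listed genes pass. In microglia the calls argue against chance. In granule cells Nlrc5 lost its call without fl EAE 1 or fl EAE 2, and without fl EAE 2 most calls of the class were lost, so that chance stays open. In mature oligodendrocytes 4 of 9 passed, as did 4 of 5 chemokines in granule cells. Single omissions took these calls away, so that chance stays open there. Chance was not excluded for the neuronal list (2 of 35), the oxidative stress list (3 of 35), Il12rb2 in neurons (29 of 35) or Il12rb2 in mature oligodendrocytes (9 of 35). For the neuronal list the other split, fl EAE 1 to 3 and NestinCre EAE 3 against the rest, holds a part of the genotype contrast as well.

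Myeloid genes were higher in neurons of NestinCre EAE mice. RNA released from other cells is a candidate explanation, because their UMIs per nucleus were within 1.33 times of each other across 11 classes whose depth differed by 5.60 times. The list was written after some of its genes had been seen among the calls, and none of the 12 belongs to the markers of neurons. The 7 phagocyte markers were less even (ratio 2.92). In UMIs added with the deletion the ratio was 17.05 for these markers, from 0.00998 in unipolar brush cells, where fl EAE mice already had 0.204 ± 0.108, to 0.1701 in Purkinje cells, and 1.40 for the myeloid genes. The larger number of infiltrating phagocytes and T or NK cells in these mice is a possible source of such RNA, which was not tested separately.

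The rise of the inflammatory list in mature oligodendrocytes was set against the same explanation and spoke against it as the whole cause: 4.05 times as many UMIs were added per nucleus as in granule cells of like depth (2.28 to 7.67 over samples). In granule cells the explanation and a response of these cells cannot be told apart, since the deepest of 4 depth bins of nuclei gained 1.49 times the UMIs of the shallowest (0.698 against 0.469) where depth differed by 2.82 times. A granule cell cluster led by interferon-induced genes was left out of these bins and leaves room for a response in some granule cells. For the chemokines other than Ccl25 both also cannot be told apart. The ratio between bins was 1.12, as RNA from other cells would give, but the added UMIs differed by 21.2 times across the 11 classes. Inhibitory neurons gained 0.331 times as many as granule cells (-0.53 to 0.679 over samples, with 0.0671 ± 0.0627 UMIs per nucleus in fl EAE mice). Bergmann glia had 0.367 UMIs of them per nucleus against 0.0571 in granule cells. This mean rests on NestinCre EAE 1 (1.18) and was 0.0968 without it. Oligodendrocyte progenitor cells gained 2.41 times as many as granule cells. Whether these classes took up more RNA or expressed the genes themselves was not tested. A different course of EAE between the genotypes at day 10 stays open as an explanation of these changes and was not tested with these data. The study describes clinical signs and the cytokine's protein level in the CNS as similar for both genotypes at that time.

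The neuronal list in granule cells and the axon guidance and glutamate receptor list hold long genes. Gene length is argued against for both: 10000 random lists matched on length and expression had median means of -0.0151 (95% of them -0.06 to 0.04) and 0.0119 (-0.12 to 0.19), and 0 and 1 of them were as low as the observed lists. A loss of granule cell RNA from mature oligodendrocytes is argued against as well, because 6 granule cell markers had a mean log2 fold change of 0.10 there, 5 of them higher. A biological change in these cells is a hypothesis that remains, found and examined on the same samples, and neither fall was shown to exceed what chance gives.

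Nes was higher in granule cells of NestinCre mice, at 0.805 to 1.02 CPM in the whole NestinCre EAE samples and 1.23 in NestinCre naive 2, against 0.0312 to 0.119 in the fl samples. Reads from the Nestin promoter and enhancer of the transgene are a candidate explanation, since the naive sample was as high as those with EAE. Common transgenes of this kind also carry a part of a growth hormone gene, and Gh had 40 to 238 UMIs in NestinCre samples and 0 in 4 of the 6 fl samples. In run 2, fl EAE 4 had 48 Gh UMIs in 24 barcodes and fl naive 2 had 32 in 18. Admixture of a NestinCre sample is argued against, because at the ratio of Nes to Gh in NestinCre EAE 4 of the same run (0.353) it would bring 16.9 Nes UMIs to fl EAE 4, where 6 were seen, and 11.3 to fl naive 2, where 2 were seen. The source of these Gh UMIs stays open.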
